A study of Mus musculus with 12 samples. Its data were reported in "Tumor-intrinsic response to IFNγ shapes the tumor microenvironment and anti–PD-1 response in NSCLC" (2019).

How the data were processed

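RNA-seq was measured in 12 libraries of LLC cells, 3 from each of 4 groups: LLC-NT and LLC-sh21 in culture, and LLC-NT and LLC-sh21 recovered from lung tumors. Cells from the lung were sorted as GFP-negative after debris and doublets were removed by scatter and dead cells by DAPI, while the notes name no sort for the cultured cells. Libraries were stranded and poly(A)-selected, with 15 cycles of PCR, and 6 were run on lane 2 and 6 on lane 3 of the sequencer, per the labels.

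The deposited table holds FPKM (fragments scaled by transcript length and sequencing depth) for each gene symbol and library, computed by the authors. The submitters' processing notes name FastQC, STAR 2.5.0b, Cufflinks 2.2.1 and Cuffnorm with the mm10 mouse build, whereas the methods of the study name TopHat and Cufflinks, so which aligner made the values is not settled. The annotation release was not stated. Values below 0.01 were listed as 0.01, and a gene at that level in a group is described as listed at 0.01 with no fold. The table had 24340 genes. In 4 genes (Kirrel, Lpgat1, Nolc1 and Plcb3) 5 values were marked as failed estimates and these genes were left out, which gave 24336 genes with 12 values, and 9062 of the genes (37.2%) were listed at 0.01 in all 12 libraries. One line of the table was not analysed here. Positions are those of the table, in mm10 and counted from 1, beside the GENCODE M21 annotation, and some table positions are bundles of neighboring genes. The values are not counts, so no count test was run. The low values of a library fall on steps that depend on its depth, and their ratio between libraries gave the relative depth, with a largest error of 0.9% on simulated data.

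FPKM were transformed to log2(FPKM + 1), and genes with a mean of at least 1 FPKM over the 12 libraries were kept, 10573 in all. A change on this scale understates the fold of a gene with low FPKM. limma 3.58.1 in R 4.3.3 fitted 4 group means to all 12 libraries (8 residual degrees of freedom, 6.09 prior degrees of freedom at the median), with empirical Bayes moderation along a trend of variance with expression, and two-sided p values were adjusted by Benjamini-Hochberg within each comparison and called under 0.05. The comparisons were LLC-sh21 against LLC-NT in vivo and in vitro, in vivo against in vitro in each pool, and the difference of the in vivo change between the pools. Standard errors are those of limma. No covariate was used. The design, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined.

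The rule named Socs1 in every library, the 8 called genes with the largest rise and the 8 with the largest fall that reached 5 FPKM in the higher group and whose libraries did not overlap (5 each way for the difference, and the 5 smallest p as not passing where none was called), up to 4 called members of each list by size or else its member with the highest FPKM, and, for LLC-sh21 against LLC-NT, the genes Cxcl9, Cxcl10, Cd274, Ciita, Ifngr1, Ifngr2, H2-K1, H2-Q1, H2-Q4 and Ccl2, which the study discussed. The text gives a part of these genes. The 24 lists were IFNγ response, type I interferon response, MHC class I and antigen processing, MHC class II, JAK-STAT components and regulators, chemokines and cytokines, cell cycle, hypoxia and glycolysis, extracellular matrix and mesenchymal genes, cholesterol biosynthesis, amino acid and unfolded protein stress, immediate early and heat shock genes, ribosomal protein genes, mitochondrially encoded genes, markers of T and NK cells, macrophages and monocytes, alveolar macrophages, neutrophils, B cells, endothelium, lung epithelium, fibroblasts and mural cells, and red blood cells, and the 6 genes the study named in these libraries. Of these, 22 had at least 1 tested member. Each was tested by camera with an inter-gene correlation of 0.01, adjusted over the 22 lists of a comparison, and also with an estimated correlation and by fry, which asks whether a list moves on balance in 1 direction. Members called are given over all genes and, where that differs, adjusted over the list alone. With 3 libraries against 3, the libraries of a gene do not overlap in 10% of cases by chance.

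Alternatives were pseudocounts of 0.1, 0.01 and 5 FPKM, no filter on low values, a mean of at least 5 FPKM, median-of-ratios scaling, scaling to equal totals, limma without the trend, robust limma, only the 6 libraries compared, a lane term, a replicate block, each library left out, Spearman in place of Pearson correlation, and for lists those with 3 or more members. The analysis was tested on simulated data with the means and spreads of the real genes, 10573 genes of which 200 were changed, in 10 simulations. For the in vivo comparison of the pools, 36.4%, 76.4%, 91.8% and 96.6% of genes changed by 1.5, 2, 3 and 4 fold were recovered and 7.5% of calls were false. For the in vitro comparison these were 32.4%, 71.8%, 92.6% and 96% with 15.8% of calls false, above the nominal level. For the difference of the in vivo changes they were 9.6%, 44%, 76.4% and 87.8%, with 6.4% false. A shift of 0.5 in a list was found in 10 of 10 simulations by camera and by fry, and of 210 tests of other lists 5 were called by camera and 3 by fry. The simulated genes varied independently, whereas the estimated correlation was 0.292 in the real IFNγ list and 0.205 in the MHC class I list. These counts therefore do not give the error of camera on the real lists. The shift was also larger than the median of 0.203 of the IFNγ list between the pools in vivo. Summaries used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.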

Results

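RNA was sequenced from Lewis lung carcinoma (LLC) cells, a line that came from a lung tumor of a C57BL mouse and carries luciferase here. The cells held either a nontargeting control shRNA (LLC-NT) or an shRNA against Socs1 (LLC-sh21). Socs1 encodes an inhibitor of JAK kinases that limits signaling from interferon receptors. RNA came from cells in culture (in vitro) or from cells recovered out of tumors that had grown for 3 weeks in the left lung of mice expressing GFP in their own tissues (in vivo), where GFP-negative cells were collected by FACS. Each of the 4 groups had 3 libraries, 12 in all. Per the design text of the submitters, the cultures of a group were grown and harvested independently, as were the injected and harvested tumors, and each in vivo library pooled 5 tumor-bearing lobes. Values are FPKM, given as mean ± SD with n = 3 per group, and changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. The sum of FPKM per library ran from 507030 to 592551, and 10091 to 10590 genes reached 1 FPKM. Absolute depth was unknown, but the steps between low values gave the relative depth. The 6 libraries of lane 3 lay at 1.00 to 1.20 times the shallowest library and the 6 of lane 2 at 1.74 to 1.95 times, with both lanes in each group. Libraries of the same group correlated at 0.968 to 0.989 (Pearson r across genes, which are not independent replicates), LLC-NT and LLC-sh21 libraries of the same environment at 0.968 to 0.987, and culture libraries with lung libraries at 0.863 to 0.899. The first principal component held 74.6% of the variance and separated culture from lung.

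Socs1, the target of the shRNA (chromosome 16, 10783809 to 10785536 on the minus strand in mm10, protein coding), was lower in each LLC-sh21 library than in any LLC-NT library of the same environment. In vitro the LLC-NT libraries held 6.01, 3.87 and 3.98 FPKM and the LLC-sh21 libraries 2.33, 2.08 and 2.78 FPKM. In vivo they held 5.19, 4.51 and 4.08 FPKM against 1.03, 2.11 and 3.24 FPKM. Mean Socs1 was 4.60 ± 0.559 in LLC-NT and 2.13 ± 1.11 in LLC-sh21 in vivo (a change of -53.7%), and 4.62 ± 1.20 and 2.40 ± 0.351 in vitro (a ratio of 0.519). On the log2(FPKM + 1) scale the difference was -0.90 ± 0.24 (SE) in vivo and -0.71 ± 0.24 in vitro. Neither passed limma after adjustment over 10573 genes (adjusted p = 0.691 and 0.433). Growth in the lung left Socs1 at 0.01 of log2 change in LLC-NT (adjusted p = 0.978) and -0.18 in LLC-sh21 (adjusted p = 0.571). The levels of Socs1 in the 12 libraries went with their labels.

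**Figure D1:**
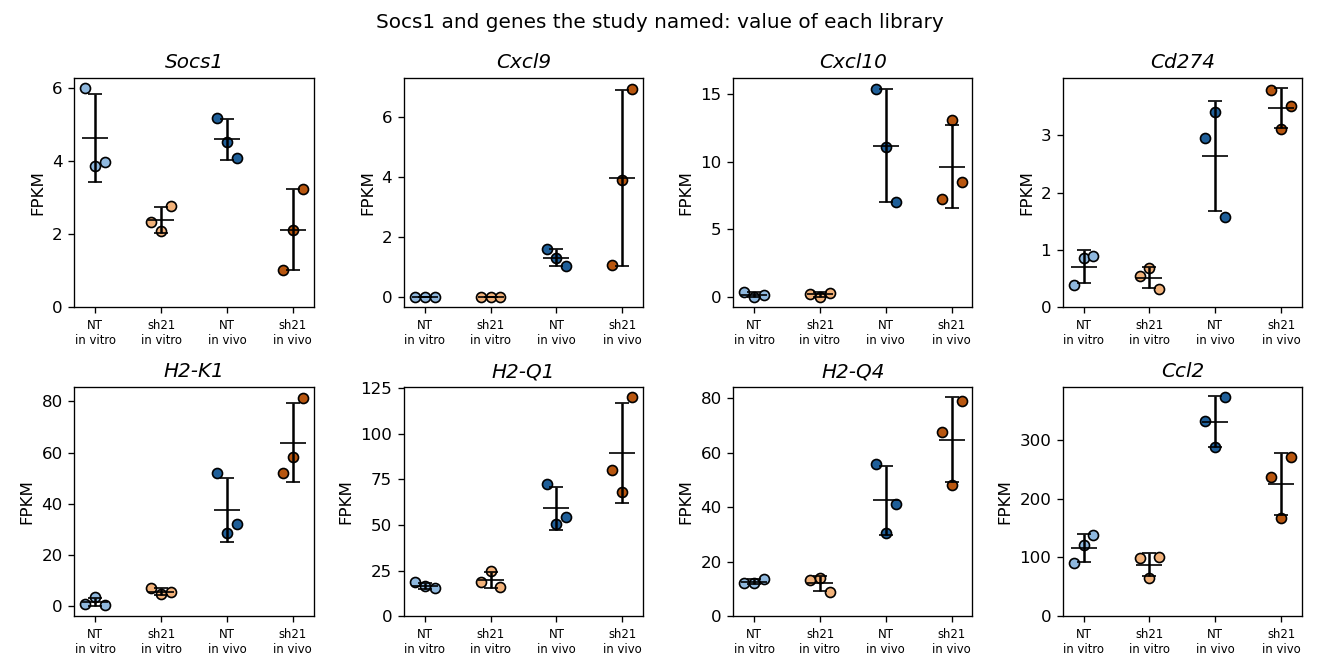
FPKM of Socs1 and of 7 genes that the study named, in each of the 12 libraries (points, 3 per group), with the group mean and SD (bars); every y axis starts near 0. Socs1 sits at 1.03 to 3.24 in LLC-sh21 in vivo and at 4.08 to 5.19 in LLC-NT in vivo, while Cxcl9 is listed at 0.01 in all 6 culture libraries and averages 1.31 in LLC-NT and 3.97 in LLC-sh21 in vivo.

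To ask what Socs1 knockdown altered in cancer cells growing in the lung, LLC-sh21 cells were compared with LLC-NT cells in vivo. Genes of the IFNγ response and of MHC class I antigen presentation were on balance higher in LLC-sh21 as groups, by a small amount, and no single gene passed the test. Of 25 measured IFNγ response genes 20 were above 0, with a median log2 difference of 0.20 (camera adjusted p = 0.000323). Of 24 MHC class I and antigen processing genes 20 were above 0, with a median of 0.21 (camera adjusted p = 2.8e-05). With an estimated correlation neither held, at adjusted p = 0.414 with an estimated correlation for the IFNγ list and adjusted p = 0.244 with an estimated correlation for MHC class I. Per library, both lists together averaged 4.22, 3.78 and 3.9 (log2) in LLC-NT and 3.98, 4.21 and 4.39 in LLC-sh21, so libraries overlapped. In limma 0 of 10573 genes passed, with 496 at an unadjusted p under 0.05 (265 higher and 231 lower) and a smallest adjusted p of 0.0821. Those 496 are no more than chance gives over 10573 genes. The 3 libraries of the 2 groups did not overlap for 1043 genes (9.9%), where chance gives 10%.

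H2-K1, a classical MHC class I heavy chain, averaged 37.6 ± 12.6 FPKM in LLC-NT and 63.8 ± 15.5 in LLC-sh21 in vivo (log2 0.77 ± 0.33, adjusted p = 0.998). The nonclassical class I genes H2-Q1 and H2-Q4 went from 59.1 ± 11.6 to 89.2 ± 27.1 (0.56, adjusted p = 0.917) and from 42.6 ± 12.8 to 64.9 ± 15.5 (0.61, adjusted p = 0.917). Reads of these near-identical H2 genes can be divided among paralogs, so their single values are uncertain. B2m, the light chain shared by class I molecules, held 2920 ± 560 and 3460 ± 576 (0.25). Cxcl9, an IFNγ-induced chemokine that attracts T cells, was at 1.31 ± 0.284 in LLC-NT and 3.97 ± 2.93 in LLC-sh21 (0.91 ± 0.35, adjusted p = 0.961), with overlapping libraries. Cxcl10, a related chemokine, was at 11.2 ± 4.15 and 9.63 ± 3.09 (-0.17), and Cd274, which encodes PD-L1, at 2.64 ± 0.953 and 3.47 ± 0.349 (0.33). Irf1, a transcription factor induced by IFNγ, was at 32.3 ± 2.47 and 36.4 ± 1.49 (0.17). The receptor chains Ifngr1 (37.6 and 34.2 FPKM) and Ifngr2 (15.7 and 19.3 FPKM) and the chemokine Ccl2 (331 ± 42.9 and 225 ± 52.5, log2 -0.57, adjusted p = 0.909) did not pass either. Ciita, the MHC class II transactivator, was below the level tested in every group. Of the 6 genes that the study picked from these libraries, 4 were higher and 1 lower when adjusted over the list alone, and 5 of 6 were above 0 with a median of 0.59 (camera adjusted p = 0.00399, adjusted p = 0.244 with an estimated correlation). That list was chosen on these samples and is not independent evidence.

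The genes with the smallest p were Rassf9, Rcn3, Mfap4, Clip3 and Insl3, none of which passed. Rassf9, a Ras-association domain protein (chromosome 10, 102512222 to 102546560), held 1.87 ± 0.0881 in LLC-NT and 5.65 ± 0.73 in LLC-sh21 (log2 1.21 ± 0.18, adjusted p = 0.0821), and in culture it was among the genes called, at 0.0311 and 1.38 FPKM. Rcn3, a calcium-binding protein of the secretory pathway, held 1.33 ± 0.591 and 5.04 ± 1.05 (1.39, adjusted p = 0.254), and Mfap4, a microfibril-associated matrix protein, 42.5 ± 8.55 and 77.9 ± 11 (0.87, adjusted p = 0.279).

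Some lists of markers of other cell types also passed camera between the tumors, but none held with an estimated correlation or by fry for a common direction. Members of the endothelial, fibroblast and mural, and lung epithelial lists were also expressed in culture. Their highest culture values were 14.1 FPKM for endothelial, 64 for fibroblast and mural and 99.7 for lung epithelial genes. A difference in them need not come from other cell types. By contrast, red blood cell genes reached at most 0.187 FPKM in culture against 112 in vivo, and MHC class II genes 1.72 against 58. Endothelial genes were above 0 in 6 of 6 members (median 0.54, camera adjusted p = 0.000755, adjusted p = 0.244 with an estimated correlation) and fibroblast and mural cell genes in 10 of 12 (median 0.13, camera adjusted p = 0.00471, adjusted p = 0.244 with an estimated correlation, 2 higher adjusted over the list alone). MHC class II genes, which professional antigen-presenting cells express strongly, were above 0 in 5 of 5 (median 0.40, camera adjusted p = 0.0491, adjusted p = 0.631 with an estimated correlation). Lung epithelial genes were above 0 in 1 of 7 (median -0.23, camera adjusted p = 0.0432, adjusted p = 0.244 with an estimated correlation) and red blood cell genes in 0 of 3 (median -0.98, camera adjusted p = 0.0193, adjusted p = 0.316 with an estimated correlation, 1 lower adjusted over the list alone). In limma 0 members of any list passed over all genes. At an unadjusted p under 0.05 the IFNγ list held 4 higher and 1 lower, MHC class I 7 higher, endothelial 3 higher, fibroblast 4 higher, and MHC class II 0. Macrophage markers (7 of 13 above 0, median 0.06, camera adjusted p = 0.502; 0.0475 and turned lower without replicate 3 of LLC-sh21 in vivo, and higher at 0.00379 without replicate 1 of LLC-NT in vivo and 0.0278 without replicate 2 of LLC-sh21 in vivo) and the type I interferon response (16 of 24 above 0, camera adjusted p = 0.104) did not pass, and the macrophage lysozyme Lyz2 was at 71.8 ± 24.9 in LLC-NT and 83.1 ± 33.7 in LLC-sh21. JAK-STAT components (adjusted p = 0.408), chemokines (0.615), cell cycle (0.812, with a median of 0.01 and a mean of -0.001), hypoxia and glycolysis (0.408), matrix (0.52, with a median of -0.01 although the test pointed up), cholesterol synthesis (0.277), amino acid stress (0.812), immediate early (0.52), alveolar macrophage (0.659), neutrophil (0.841, with a median of -0.06 although the test pointed up), B cell (0.812) and ribosomal protein genes (0.615, and 0.0384 in the other direction without replicate 3 of LLC-sh21 in vivo) did not pass by camera. By fry 0 lists passed for a common direction. Over the 12 fits without 1 library each, the IFNγ list reached at most 0.0384, MHC class I 0.0432, the endothelial list 0.0384 and the fibroblast list 0.0462. Without replicate 3 of LLC-sh21 in vivo adjusted p was 0.995 for MHC class II (lowest 0.000394) and 0.163 for the genes of the study (lowest 0.000261), without replicate 2 of LLC-sh21 in vivo 0.137 for the lung epithelial list (lowest 0.00923), and without replicate 1 of LLC-NT in vivo 0.531 for the red blood cell list (lowest 3.51e-05).

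The same contrast in culture asked what differed between the pools before injection. Few genes passed, among them Frzb and Dcn. Frzb, a secreted Wnt antagonist (chromosome 2, 80411970 to 80447396), rose from 0.597 ± 0.386 to 7.99 ± 2.11 FPKM (log2 2.49 ± 0.27, adjusted p = 0.000878). Dcn, the matrix proteoglycan decorin, rose from 1.38 ± 0.267 to 12.2 ± 4.68 (2.42 ± 0.19, adjusted p = 3.61e-05). In limma 30 genes passed, 25 higher and 5 lower in LLC-sh21, with 789 at an unadjusted p under 0.05. Libraries did not overlap for 1208 genes (11.4%, where chance gives 10%).

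Other genes that rose included Ckap4, a membrane protein of the endoplasmic reticulum (20.5 ± 2.16 to 51.9 ± 12.8 FPKM, log2 1.28), Egfr, the epidermal growth factor receptor (2.11 ± 0.693 to 6.38 ± 1.54, 1.25), Peg10, an imprinted gene derived from a retrotransposon (24.5 ± 1.19 to 55.5 ± 3.05, 1.15), Fam198b (1.63 to 6.19, 1.46), Arhgdib, a regulator of Rho GTPases (2.43 to 6.82, 1.19), and Limch1 (2.59 to 6.82, 1.11). Their adjusted p ran from 0.000878 to 0.0207. The 5 genes that fell were Scoc, which encodes a Golgi coiled-coil protein (chromosome 8, 83434492 to 83458396; 36.2 ± 2.93 to 15.9 ± 0.939, log2 -1.14, adjusted p = 0.00159), Gab1, an adaptor of receptor tyrosine kinases (52.7 to 28.3, -0.86), Ccng1, a p53 target (177 to 109, -0.69), Tsnax, a partner of translin in RNA cleavage (27.4 to 16.7, -0.68), and Arl4c, a small GTPase (32.8 to 20.6, -0.65). Of the 15 genes named here and among the lists, 7 passed in all 12 fits that left out 1 library each. Those were Frzb, Dcn, Fam198b, Ckap4, Peg10, Scoc and Col6a1.

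Extracellular matrix and mesenchymal genes were above 0 in 21 of 29 members (camera adjusted p = 0.000923, adjusted p = 0.563 with an estimated correlation), with 1 gene higher over all genes and 4 higher and 1 lower adjusted over the list alone. The called member was Col6a1, a chain of type VI collagen (10.4 ± 1.61 to 21.8 ± 4.04, log2 1.00, adjusted p = 0.00472). Fibroblast and mural cell genes had 1 member higher, Dcn, and 4 adjusted over the list alone (camera adjusted p = 9.63e-05, adjusted p = 0.307 with an estimated correlation). Cholesterol synthesis genes were above 0 in 23 of 24 (median 0.18, camera adjusted p = 0.0164) and cell cycle genes in 11 of 40 (median -0.11, camera adjusted p = 0.0164), with 0 members of either passing limma and an adjusted p = 0.912 with an estimated correlation for both. Without replicate 2 of LLC-NT in vitro the cholesterol list had adjusted p = 0.961 (lowest 1.51e-07 of the 12 such fits), and without replicate 2 of LLC-sh21 in vitro the cell cycle list had 0.905 (lowest 0.000193). Krt8, a keratin of simple epithelia, was the called member among lung epithelial markers (33.0 ± 5.23 to 53.3 ± 3.30, adjusted p = 0.044), whose list did not pass (0.351). The IFNγ response (camera adjusted p = 0.644), type I interferon (0.455), MHC class I (0.391, 1 higher adjusted over the list alone), MHC class II (0.818), JAK-STAT (0.641), chemokines (0.674, 1 higher and 1 lower adjusted over the list alone), hypoxia and glycolysis (0.0548), amino acid stress (0.391), immediate early (0.557), macrophage (0.455), alveolar macrophage (0.614), neutrophil (0.818), B cell (0.0954, 1 higher adjusted over the list alone), endothelial (0.424), red blood cell (0.818), ribosomal protein (0.688) and study-named lists (0.818, 1 higher adjusted over the list alone, not independent evidence) did not pass. The median of the study-named list was -0.04 although the test pointed up, the immediate early list had a median of 0.02 and the ribosomal list of 0.005 although both tests pointed down, and the medians of MHC class II, macrophage, neutrophil and red blood cell genes were 0. H2-K1 was at 1.66 ± 1.60 in LLC-NT and 5.72 ± 1.28 in LLC-sh21 without overlap (log2 1.48 ± 0.33, adjusted p = 0.0921), Irf1 at 9.53 and 12.3 (adjusted p = 0.544), Cd274 at 0.712 and 0.515, and Cxcl9 was listed at 0.01 in all 6 libraries. By fry 0 lists passed for a common direction. Fitted on the 6 culture libraries alone, 2 genes passed, Fam198b and Peg10, and leaving out 1 library of the 12 gave 10 to 58 genes, with 10, 58 and 13 without replicates 1, 2 and 3 of LLC-NT and 11 and 18 without replicates 1 and 2 of LLC-sh21 in vitro.

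**Figure D2:**
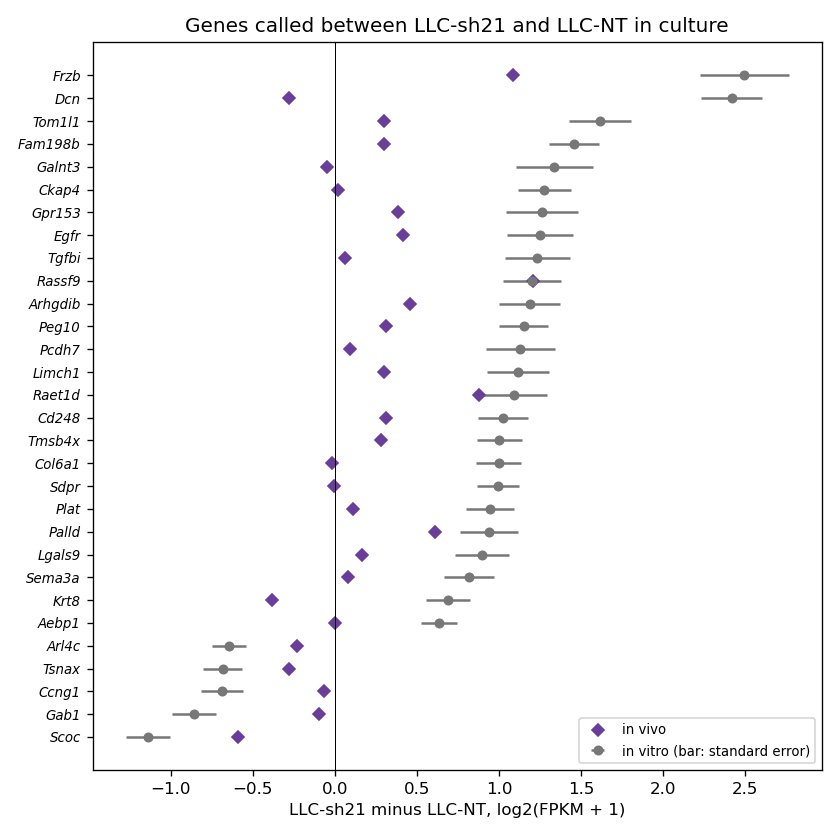
Difference between LLC-sh21 and LLC-NT in log2(FPKM + 1) for the 30 genes that limma called in culture, shown in culture (grey points, bars are the standard error) and in vivo (purple diamonds). The 25 higher genes have a median difference of 1.13 in culture and 0.28 in vivo, and none of the 30 passed in vivo.

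To ask what growth in the lung altered, recovered cancer cells were compared with cultured cells, within LLC-NT and within LLC-sh21. In LLC-NT cells from the lung the matrix genes Dcn, Lum and Col6a3 had far higher RNA levels than in culture, and Mki67 had a far lower one. Dcn (chromosome 10, 97479500 to 97518162), decorin, rose from 1.38 ± 0.267 to 1560 ± 92.9 FPKM (log2 9.36 ± 0.19, adjusted p = 1.55e-13), and its neighbor Lum (chromosome 10, 97565501 to 97572703), lumican, from 0.0684 ± 0.0588 to 617 ± 67.6 (9.17 ± 0.19, adjusted p = 2.32e-13). Mki67 (chromosome 7, 135689788 to 135716379), the proliferation marker Ki-67, fell from 54.5 ± 6.51 to 3.42 ± 0.347 (-3.65 ± 0.18, adjusted p = 1.82e-09). In limma 5240 genes passed in LLC-NT (49.6% of those tested), 2354 higher and 2886 lower, of which 902 and 800 changed by 1 or more on the log2 scale. In LLC-sh21 4953 passed (46.8%), 2087 higher and 2866 lower. Libraries did not overlap for 6349 genes (60.0%) in LLC-NT and 5555 (52.5%) in LLC-sh21, where chance gives 10%. With median-of-ratios scaling the split became 2740 higher and 2412 lower in LLC-NT and 2553 higher and 2288 lower in LLC-sh21 (52.7% higher, against 42.1% as deposited), so the balance of directions rests on the scaling.

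Among the largest rises in LLC-NT, Aspn, the proteoglycan asporin, and H19, an imprinted noncoding RNA (chromosome 7, 142575530 to 142578146), were listed at 0.01 in all 3 cultures and reached 234 ± 19.5 and 266 ± 109 FPKM. The file places Aspn on chromosome 13 from 49464059 to 49652731, a bundle that also holds Ogn and Omd, and the annotated gene spans 49544443 to 49567565. Kera, keratocan, was at 0.01 in culture and 80.1 ± 15.3 in the lung. Col6a3 rose from 0.381 ± 0.0589 to 150 ± 33.0 (log2 6.75), Il33, an alarmin cytokine (chromosome 19, 29925114 to 29960715), from 0.17 ± 0.152 to 98.0 ± 10.2 (6.41), and Prg4, a lubricating proteoglycan, from 0.0219 to 61.8 ± 24.4 (5.87). LLC-sh21 had the same genes among its 8 largest rises except Col6a3, whose place Mfap4 took. In those cells Lum rose from 0.777 ± 0.429 to 727 ± 175 (8.68), Dcn from 12.2 ± 4.68 to 1290 ± 135 (6.67), Il33 from 0.42 ± 0.177 to 107 ± 1.90 (6.25) and Mfap4 from 0.01 to 77.9 ± 11 FPKM.

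The largest falls in LLC-NT were led by Gpnmb, a lysosomal and melanosomal glycoprotein (chromosome 6, 49036518 to 49058182), from 341 ± 61.2 to 17.7 ± 4.72 (log2 -4.21 ± 0.18, adjusted p = 4.09e-10), and it fell from 369 ± 38.9 to 17.8 ± 2.80 in LLC-sh21 (-4.31). Cth, which makes cysteine from cystathionine, fell from 25.7 ± 20.3 to 0.276 (-4.15), Mir17hg, the host transcript of the miR-17 cluster, from 24 to 0.69 (-3.89), Adh7, an alcohol dehydrogenase, from 19.9 to 0.564 (-3.69), Aldh1l2, a mitochondrial folate enzyme, from 25.6 to 1.93 (-2.93), Myo5c, an unconventional myosin, from 8.49 to 0.257 (-2.92), and Gm13889 from 11.6 to 0.722 (-2.90). Adh7, Mki67, Cth, Aldh1l2 and Myo5c were also among the 8 largest falls of LLC-sh21, with Atp1b1, a sodium pump subunit (13.8 to 1.14, -2.93), and Ube2c, a ubiquitin carrier of mitosis (227 to 29.8, -2.91).

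Interferon-induced and antigen presentation genes rose in both pools. The IFNγ response had 24 of 25 members higher in LLC-NT (camera adjusted p = 5.18e-13, adjusted p = 0.0715 with an estimated correlation) and 24 of 25 in LLC-sh21 (2.73e-15). Gbp2, an interferon-induced GTPase, rose from 0.211 to 17.7 ± 4.07 FPKM in LLC-NT and from 0.222 to 26.0 ± 9.88 in LLC-sh21, and Cxcl10 from 0.167 to 11.2 ± 4.15 and from 0.181 to 9.63 ± 3.09. The type I interferon response had 21 of 24 higher and 1 lower in each pool (adjusted p = 3.19e-10 and 2.01e-11, adjusted p = 0.132 and 0.117 with an estimated correlation), including Isg15, a ubiquitin-like modifier (0.731 to 17.2 ± 4.65 in LLC-NT), and Oasl2 (0.0722 to 13.5 ± 4.16). MHC class I and antigen processing had 21 of 24 higher in each pool (2.34e-09 and 2.45e-11; in LLC-NT adjusted p = 0.0715 with an estimated correlation), with H2-K1 from 1.66 ± 1.60 to 37.6 ± 12.6 in LLC-NT (log2 3.97) and from 5.72 ± 1.28 to 63.8 ± 15.5 in LLC-sh21 (3.26), and Tapbp, tapasin, from 12.6 ± 3.20 to 81.2 ± 1.78 in LLC-NT (2.63). MHC class II had 4 of 5 higher in each (0.00447 and 0.000959, adjusted p = 0.231 and 0.17 with an estimated correlation), with Ctss, cathepsin S, at 0.01 in culture and 30.3 ± 16.1 in LLC-NT tumors, and Cd74, the invariant chain, from 0.0351 to 5.87 ± 4.03. The 6 genes the study picked rose in both pools (0.000241 and 1.56e-05; in LLC-NT adjusted p = 0.0837 with an estimated correlation; not independent evidence), Ccl2 from 116 ± 24 to 331 ± 42.9 in LLC-NT. Markers of macrophages moved with these groups. The macrophage and monocyte list had 11 of 13 higher and 1 lower in each pool (1.02e-05 and 4.63e-07, adjusted p = 0.211 and 0.161 with an estimated correlation), Lyz2 from 0.506 ± 0.428 to 71.8 ± 24.9 FPKM in LLC-NT, Apoe from 1.54 to 36.8 ± 15.8, and the complement chain C1qa from 0.01 to 9.01 ± 3.46. Alveolar macrophage markers rose in 4 of 4 in each (0.00387 and 0.000959, adjusted p = 0.103 and 0.0707 with an estimated correlation), Chil3 reaching 4.63 ± 1.74 in LLC-NT. Neutrophil markers had 4 of 4 and 3 of 4 higher, 4 of 4 in LLC-sh21 when adjusted over the list alone (0.00373 and 0.00168, adjusted p = 0.163 and 0.147 with an estimated correlation), led by Mmp9 (0.0305 to 22.2 ± 1.88), a protease that tumor cells also make. None of the 23 T and NK cell markers was tested, and their highest value in any in vivo library was 1.05 FPKM. The 1 tested B cell marker, Blnk, fell from 1.58 to 0.207 in LLC-NT and from 3.01 to 0.146 in LLC-sh21, and its list did not pass (0.235 and 0.119).

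Matrix genes rose with markers of fibroblasts. Extracellular matrix and mesenchymal genes had 21 of 29 higher and 3 lower in each pool (camera adjusted p = 1.09e-10 and 3.58e-11, also under 0.05 with an estimated correlation at 0.0434 and 0.0419), 22 higher in LLC-sh21 adjusted over the list alone. Col6a1 rose from 10.4 ± 1.61 to 310 ± 32.3 FPKM (log2 4.78), Tnc, tenascin C, from 0.122 to 56.1 ± 23.6 (5.59), and Col1a1, the alpha 1 chain of type I collagen, from 0.129 to 49.6 ± 15.6 (5.45) in LLC-NT. Fibroblast and mural cell markers had 10 of 12 higher and 1 lower in LLC-NT (1.83e-07, 0.0434 with an estimated correlation) and 9 higher and 1 lower in LLC-sh21 (1.28e-07, 0.0419 with an estimated correlation), among them Dpt, dermatopontin, from 5.34 ± 0.0485 to 284 ± 65.6 in LLC-NT (5.47). Endothelial markers went both ways, with 3 higher and 3 lower of 6 in LLC-NT and 3 higher and 2 lower in LLC-sh21 (0.538 and 0.314). Lung epithelial markers had 6 of 7 higher and 1 lower in LLC-NT (0.0296, adjusted p = 0.103 with an estimated correlation) and 3 higher and 1 lower in LLC-sh21, 4 higher adjusted over the list alone (0.181), the club cell gene Scgb1a1 standing at 8.58 ± 4.65 in LLC-NT tumors against 0.01 in culture. Hemoglobin genes had 3 of 3 higher in LLC-NT (0.0428, adjusted p = 0.263 with an estimated correlation) and 2 of 3 in LLC-sh21 (0.173), with Hbb-b1 at 41.1 ± 61.7 FPKM in LLC-NT tumors. Hba-a1 and Hba-a2 are near-identical copies, so their separate values are uncertain.

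Chemokine, cytokine and immediate early genes mostly rose, while most JAK-STAT components were not called. Chemokines and cytokines had 14 of 19 higher and 1 lower in LLC-NT and 14 higher and 2 lower in LLC-sh21 (camera adjusted p = 1.48e-06 and 2.19e-06, also under 0.05 with an estimated correlation at 0.0254 and 0.0286). Ccl7 rose from 4.10 ± 1.24 to 54.6 ± 4.39 FPKM (log2 3.48) and Tgfb3 from 6.20 ± 0.512 to 45.2 ± 1.07 (2.68) in LLC-NT. JAK-STAT components had 10 of 26 higher and 1 lower in LLC-NT, 9 and 1 adjusted over the list alone, and 9 higher and 3 lower in LLC-sh21 (0.0205 and 0.0491, adjusted p = 0.304 and 0.365 with an estimated correlation), the LLC-sh21 call being lost in 9 of 12 fits without 1 library, with adjusted p up to 0.126 (without replicate 2 of LLC-sh21 in vitro). Ifngr1, the ligand-binding chain of the IFNγ receptor, rose from 10.1 ± 0.591 to 37.6 ± 5.37 (1.79) and Stat3 from 9.22 ± 0.65 to 29.8 ± 1.65 (1.60) in LLC-NT. Immediate early and heat shock genes had 16 of 22 higher and 1 lower in LLC-NT and 14 higher and 0 lower in LLC-sh21, 1 lower adjusted over the list alone (1.48e-06 and 1.66e-07, adjusted p = 0.0837 and 0.0595 with an estimated correlation). Fos rose from 0.061 to 9.91 ± 1.94 and Egr1 from 2.09 ± 2.67 to 22.9 ± 4.71 in LLC-NT, and the tumors were dissociated and sorted before RNA was taken, while no sort is named for the cultures.

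Cell cycle genes had 39 of 40 lower in LLC-NT and 38 of 40 in LLC-sh21 (camera adjusted p = 1.56e-19 and 5.84e-19, adjusted p = 0.0677 and 0.0429 with an estimated correlation), Ube2c from 213 ± 19.0 to 29.3 ± 7.75 FPKM (log2 -2.85) and Aurka, a mitotic kinase, from 54.9 ± 5.16 to 7.68 ± 0.897 (-2.69) in LLC-NT. Amino acid and unfolded protein stress genes had 17 of 25 lower in each, with 3 higher in LLC-NT and 2 in LLC-sh21 (0.000653 and 7.6e-05, adjusted p = 0.304 and 0.266 with an estimated correlation), 18 lower in LLC-sh21 adjusted over the list alone. Psat1, a serine synthesis enzyme, fell from 433 ± 58.2 to 77.5 ± 11.8 (-2.47) and Asns, asparagine synthetase, from 283 ± 108 to 69.4 ± 2.95 (-1.95) in LLC-NT. Cholesterol synthesis genes had 12 of 24 lower and 1 higher in LLC-NT and 15 lower in LLC-sh21, 13 and 17 lower adjusted over the list alone (0.00284 and 0.000472, adjusted p = 0.349 and 0.308 with an estimated correlation), with Insig1, a sterol sensor, from 51.9 ± 5.87 to 13.2 ± 0.731 (-1.89). Ribosomal protein genes had 30 of 52 higher and 1 lower in LLC-NT and 34 higher and 1 lower in LLC-sh21, 35 and 37 higher adjusted over the list alone (9.51e-07 and 5.65e-08, adjusted p = 0.38 and 0.365 with an estimated correlation), Rps6 from 993 ± 216 to 1790 ± 240 (0.87) in LLC-NT. Hypoxia and glycolysis genes had 8 of 29 higher and 2 lower in LLC-NT and 3 higher and 4 lower in LLC-sh21, 2 and 3 adjusted over the list alone, and did not pass as a list (0.0897 and 0.53). Slc2a1, the glucose transporter GLUT1, rose from 45.3 ± 21.6 to 129 ± 23.8 (1.57) in LLC-NT, and Vegfa fell from 43.0 ± 17.4 to 17.1 ± 1.82 (-1.20) in LLC-sh21. None of the mitochondrially encoded genes was in the table.

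**Figure D3:**
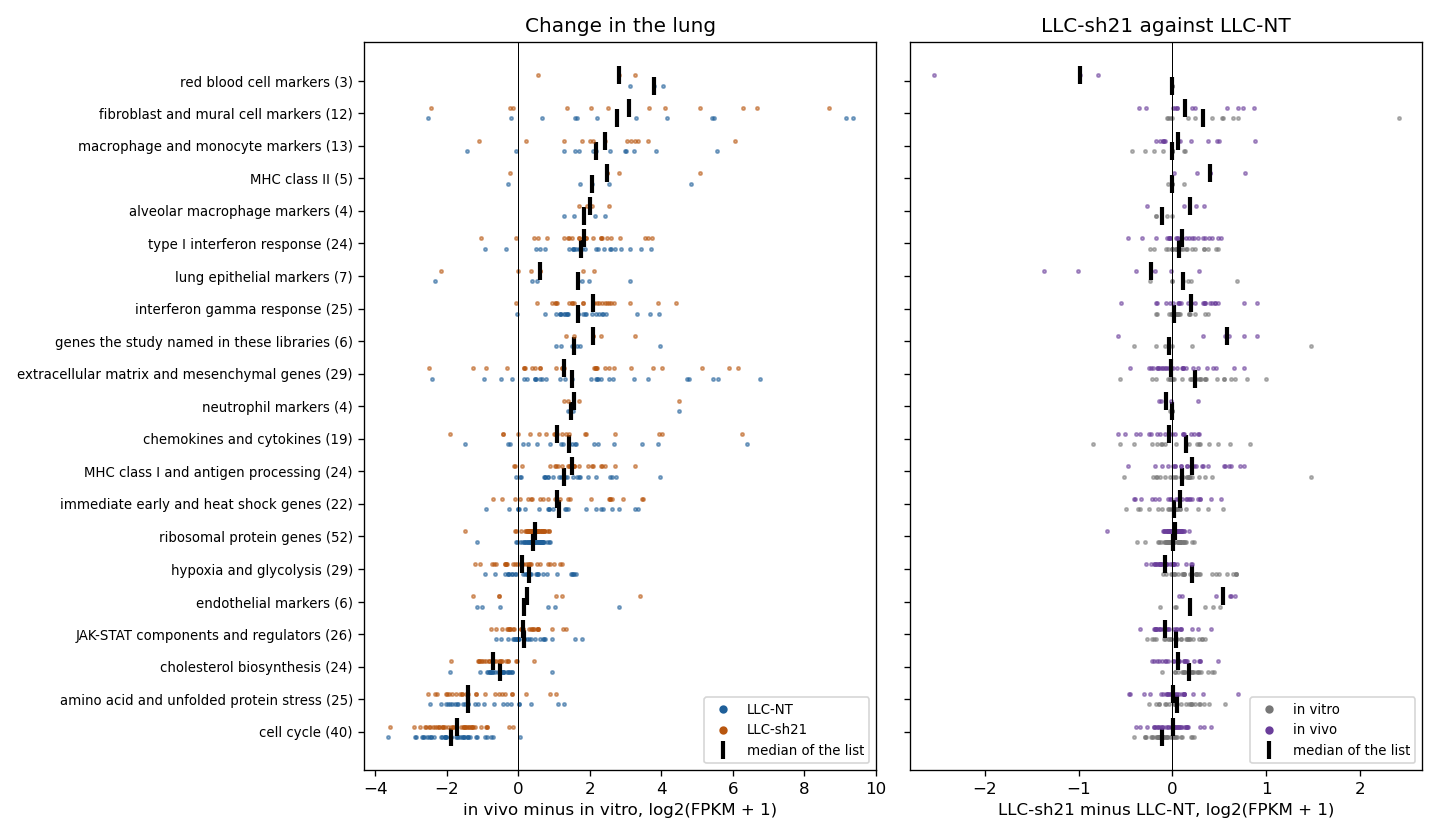
Changes in log2(FPKM + 1) of the tested members (points, number in brackets) of 21 fixed gene lists with 3 or more members, with the median of each list (black bars); the left panel gives lung against culture within LLC-NT and LLC-sh21, and the right panel gives LLC-sh21 against LLC-NT in vitro and in vivo. Cell cycle genes have a median of -1.87 and IFNγ response genes of 1.68 in LLC-NT on the left, while the median of IFNγ response genes between the pools in vivo on the right is 0.20.

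Whether the pools responded alike to the lung was asked by setting their changes side by side, which share no library. Of the genes called, 1806 were higher in both pools (464.7 from independent lists), 2340 were lower in both (782.3) and 1 went in opposite directions. Across the 10573 genes the changes correlated at Pearson r = 0.943 and Spearman rho = 0.907, and 87.8% had the same sign (genes are not independent replicates). Dcn was the 1 gene whose change differed between the pools. It rose by 9.36 in LLC-NT and 6.67 in LLC-sh21, a difference of -2.69 ± 0.27 (adjusted p = 0.000759), having started from 1.38 FPKM in LLC-NT cultures and 12.2 FPKM in LLC-sh21 cultures and reached 1560 and 1290 FPKM. In limma 1 of 10573 genes passed, with 431 at an unadjusted p under 0.05, no more than chance gives. Socs1 itself had a difference of -0.19 ± 0.34 (adjusted p = 1). Among lists, cell cycle genes (26 of 40 above 0, camera adjusted p = 0.0467) pointed up and hypoxia and glycolysis (4 of 29 above 0, 0.043), matrix (9 of 29 above 0, 0.0467) and lung epithelial genes (2 of 7 above 0, 0.043) down. With an estimated correlation these had adjusted p = 0.669, and adjusted p = 0.375 with an estimated correlation for the lung epithelial list, and each was lost in 5 to 8 of the 12 fits without 1 library, with adjusted p up to 0.718 for cell cycle (without replicate 2 of LLC-sh21 in vitro), 0.512 for hypoxia (without replicate 1 of LLC-sh21 in vitro), 0.202 for matrix (without replicate 1 of LLC-NT in vivo) and 0.106 for lung epithelial genes (without replicate 3 of LLC-sh21 in vitro). With lane in the fit the hypoxia (0.15) and matrix lists (0.0756) did not pass, cell cycle and lung epithelial genes did (0.0176 for both), and so did the IFNγ and MHC class I lists, pointing up (0.0311 for both, against adjusted p = 0.669 for both with an estimated correlation and no lane term). Adjusted over the list alone, 1 gene was lower in each of the matrix and lung epithelial lists and 0 in the others of these 4, 1 was lower in the B cell list, the fibroblast list had 1 higher beside Dcn, and by fry 0 lists passed. The IFNγ (0.0562) and MHC class I lists (0.0729) did not pass, nor did the type I interferon (0.633) and neutrophil lists (0.656), whose medians of -0.06 and -0.05 lay below 0 although the tests pointed up. The differences between LLC-sh21 and LLC-NT in vivo and in vitro, which also share no library, correlated at r = 0.208 across genes.

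**Figure D4:**
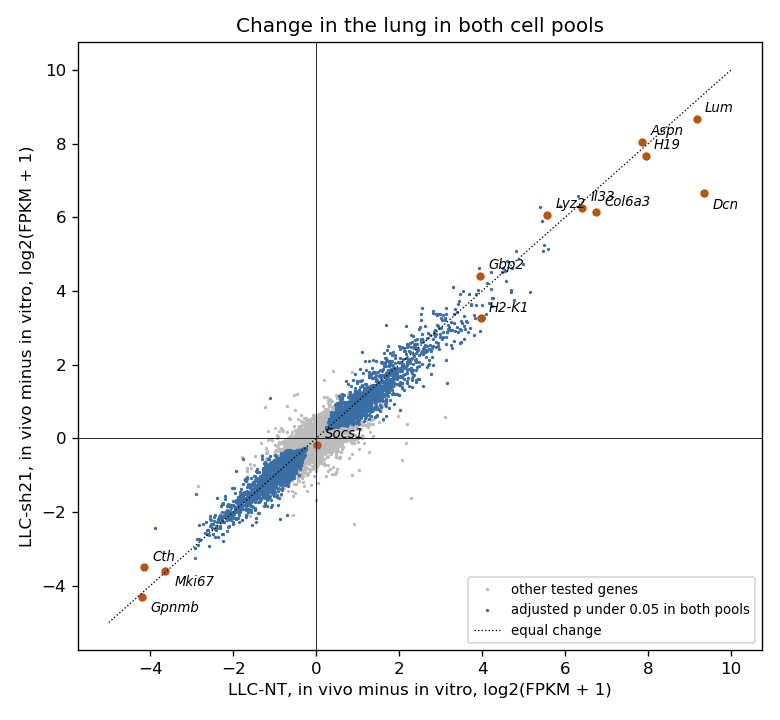
Change from culture to lung in log2(FPKM + 1) of each of 10573 genes in LLC-NT (x axis) and LLC-sh21 (y axis); blue points passed in both pools, orange points are named genes and the dotted line marks equal changes. Points scatter about the line (r = 0.943), Dcn, at 9.36 in LLC-NT and 6.67 in LLC-sh21, is the 1 gene whose changes differed by limma, and Socs1 lies near the origin.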

Values the study reported

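From these libraries the study reported that Socs1 transcript was lower by ∼60% in LLC-sh21 than in LLC-NT cells recovered from the lung. It gave 44 genes as differentially expressed between them at q < 0.05, and named Cxcl9 and the MHC class I genes H2-K1, H2-Q1 and H2-Q4 among those that were higher.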

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

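The tests of host fibroblast RNA, of libraries shared by the comparisons, of the sequencing lane and of the leading component of the cultures were chosen only after the result was seen. The criterion of the host fibroblast test was also changed after its values were seen. A difference between the pools in how they changed in the lung singled out 5 results. Dcn changed by 2.69 less on the log2 scale in LLC-sh21 than in LLC-NT (a difference of -2.693). The cell cycle list (adjusted p = 0.0467) lay higher in that difference and the lists of hypoxia and glycolysis (0.043), extracellular matrix and mesenchymal genes (0.0467) and lung epithelial markers (0.043) lower, with adjusted p = 0.669, 0.669, 0.669 and 0.375 with an estimated correlation. Of 100 splits of the libraries, 20 gave as many genes as the 1 called, the highest other split giving 321 genes, so chance was not excluded for that count. With lane in the fit the hypoxia list (0.15) and the matrix list (0.0756) did not pass. Splits with many genes followed an axis along which the cultures varied.

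Of the extracellular matrix and mesenchymal genes 21 of 29 were higher and 3 lower in cells from the lung in each pool, and Dcn averaged 1420 FPKM in the 6 in vivo libraries. A GFP-negative sort was meant to leave out host fibroblasts and mural cells, although a marker of another host cell type, Scgb1a1, was present in LLC-NT tumors. Host fibroblasts and mural cells that passed the sort would bring all their abundant transcripts. The 31 members of the matrix and fibroblast lists with a mean under 1 FPKM in culture stood at a median of 0.0377% of Dcn in vivo (quartiles 0.00913% and 0.327%), with 25 under 1% (Col1a2, Mmp2 and Myh11 among them) and 6 above it (Mgp, Tnc, Mfap4, Col1a1, Col6a3 and Lum, the last at 47.2%). Col1a2, which fibroblasts make together with Col1a1, averaged 0.531 FPKM against 64.5 for Col1a1. The criterion was changed after the values were seen, and Dcn itself reached 17.4 FPKM in culture. Host fibroblast RNA as the source of the whole pattern, Dcn included, would not leave Col1a2 and most of these members so low. The shares thus argue against it as the whole source, under a criterion set after the values were seen. A rise of Dcn in the cancer cells would lower every share. The shares therefore do not decide on host fibroblast RNA as the source for single genes such as Lum, and there it stays open. A state that the cancer cells take on in the lung, an outgrowth of a subset of the injected cells, and the dissociation and sort, which are named for the tumors and not for the cultures, also stay open as untested.

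The IFNγ and MHC class I lists lay higher in LLC-sh21 than in LLC-NT in vivo, by a median of 0.20 over 49 members, a call by camera that was lost with an estimated correlation (adjusted p = 0.414 and 0.244) and by fry (0.402 for both). Without replicate 3 of LLC-sh21, the library with most macrophage RNA, the median was 0.154 (0.15 to 0.331 without each of the others), which argues against that library alone as the source. With the mean of macrophage markers as a covariate the median was 0.17. Its range of 0.033 to 0.306 when each library was left out is too wide to exclude macrophage RNA. The GFP-negative sort was meant to leave out host macrophages, but the macrophage markers Lyz2 and C1qa were higher in the lung than in culture in LLC-NT. The sort alone thus does not exclude macrophage RNA. Without replicate 3 of LLC-sh21, the macrophage list turned lower by camera (0.0475) while the IFNγ (0.0384) and MHC class I lists (0.0432) stayed higher. Against that, without replicate 1 of LLC-NT the macrophage list was higher (0.00379) together with the IFNγ (3.42e-08) and MHC class I lists (1.74e-08), and it was also higher without replicate 2 of LLC-sh21 (0.0278). By camera the endothelial (0.000755) and fibroblast lists (0.00471) also lay higher in LLC-sh21, and the lung epithelial (0.0432) and red blood cell lists (0.0193) lower. RNA of those cell types was not tested as a source. Reads shared among MHC class I paralogs also stay open, since the 14 members of that list outside the H2 genes had a median of 0.096 (0.034 to 0.176) against 0.206 for the whole list, and Socs1 knockdown is the explanation that the design names, but with 1 pool of cells per shRNA it cannot be told apart from a difference between the pools that has nothing to do with Socs1.

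Genes that were higher in cultured LLC-sh21 cells were mostly genes that rose in the lung, 76% (19 of 25) in LLC-sh21 against 19.7% of all tested genes. In the LLC-sh21 pool the shared culture libraries push the change of these genes down. The fit used 1 spread per gene for all comparisons, however, and genes called in culture tend to have a small one. That can raise the share called in the lung. Random lists matched on expression gave 4% to 36%, but they were not matched on spread. The share therefore does not decide on the shared libraries as a source. The median difference of the 25 genes in culture was 1.13, and 1.123 with lane in the fit. It was 1.115 with the second component of the culture libraries as a covariate (0.723 to 1.14 without each culture library). With the first component it was 1.056 (0.992 to 1.165). These genes were chosen by their call in the same culture libraries, which favors a small spread within each group. A covariate that varies within the groups could hardly lower their median. The values thus do not decide on lane or a state of the cultures as a cause. Not every list that was higher in cultured LLC-sh21 cells rose in the lung. Cholesterol synthesis genes were above 0 in 23 of 24 in those cultures, and 15 of 24 were lower in the lung in that pool. Whether the culture difference came from the knockdown or from the choice of the pool was not tested.

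The splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05 in any comparison of 2 groups. For LLC-sh21 against LLC-NT in vivo the real split gave 0 genes and the highest other 4, so that 10 of 10 gave as many. In vitro the real split gave 30 genes and 2 of 10 gave as many, the other being 629 genes between replicates 1 and 3 of LLC-NT with replicate 3 of LLC-sh21 and the rest, which points to a structure of the culture samples along their first component (46% of their variance) that does not follow lane. On that component replicates 2 of both pools lay on one side and replicates 3 of both on the other, while replicates 1 lay apart. Between lung and culture the real split gave 5240 genes in LLC-NT (1 of 10, highest other 2) and 4953 in LLC-sh21 (1 of 10, highest other 0).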

How the results depend on the processing

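None of the alternatives was chosen after the data were seen. Of 6797 values for named genes under alternatives, 6633 kept their direction and side of the threshold, 157 lost the call, 7 gained it and 0 reversed. For lists these were 1683, 122, 52 and 3 of 1860. Without replicate 3 of LLC-sh21 in vivo, the in vivo comparison of the pools turned in direction for MHC class II (adjusted p = 0.995), macrophage (0.0475) and ribosomal protein genes (0.0384). The ranges without 1 library were 0.000394 to 0.995, 0.00379 to 0.536 and 0.0101 to 0.692. The cause was not tested. Genes called between the pools in vivo (0) numbered 5 with a pseudocount of 5 FPKM (Rassf9, Rcn3, Mfap4, Acpp and Olr1), 7 with no filter (Rassf9, Gpha2, Nod1 and Slc8a1 higher, Nfe2, Scn7a and Trem2 lower), 1 without the trend (Rassf9), 1 with only the 6 libraries compared (Rpph1) and 0 to 1 without 1 library (Pf4 without replicate 2 and Hba-a2 without replicate 3 of LLC-NT in vivo). Apart from Rassf9, Rcn3 and Mfap4 these were named after their values were seen. In vitro (30) they numbered 2 with only the 6 libraries compared, which leaves fewer samples to estimate the spread, 20 to 44 under the other alternatives, and 10 to 58 without 1 library (10, 58 and 13 without replicates 1, 2 and 3 of LLC-NT, 11 and 18 without replicates 1 and 2 of LLC-sh21). The difference of the in vivo changes (1) had 2 genes with no filter and 1 to 2 without 1 library (2 without replicate 2 of LLC-sh21 in vitro or replicates 2 or 3 of LLC-NT in vivo). Counts between lung and culture ran from 4359 to 5467 in LLC-NT and 4094 to 5190 in LLC-sh21. The overlap between the pool comparisons (0) was 1 with no filter and 1 without the trend. With an estimated correlation 0, 0, 3, 7 and 0 lists passed (in vivo, in vitro, lung in LLC-NT, lung in LLC-sh21, difference) against 8, 4, 19, 17 and 4, and by fry 0, 0, 21, 19 and 0. Without 1 library the difference had 0 to 15 lists (0 without replicate 1 of LLC-sh21 in vitro or 2 in vivo, 1 without replicate 3 of LLC-NT in vitro or 2 in vivo, 2 without replicate 3 of LLC-sh21 in vitro or in vivo, 7 without replicate 1 of LLC-NT in vitro or in vivo, 15 without replicate 1 of LLC-sh21 in vivo). Socs1 was not called under any alternative, with a log2 change of -1.25 to -0.44 in vivo and -0.92 to -0.37 in vitro. The correlation of the lung changes stayed between 0.907 and 0.961. With the replicate block 0, 36, 5447, 5163 and 1 genes passed. Replicate numbers paired the libraries only in part, as 6 of 12 correlated best with their own number. Between the cultures of the pools the deviations of replicates 1, 2 and 3 correlated at 0.03, 0.49 and 0.36. In vivo they correlated at 0.07, 0.08 and 0.26. Read depth is known only as a ratio between libraries, so no limit can be set for genes listed at 0.01.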

Other observations

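No test was chosen after the result was seen for this part, but the genes in it were chosen after their values were seen. Dcn, Lum and Kera are neighbors on chromosome 10 and rose, and Bgn, biglycan, on chromosome X (73483635 to 73495936) rose from 1.24 ± 0.295 to 41.4 ± 12.3 FPKM in LLC-NT (log2 4.21, adjusted p = 5.59e-09 by limma) and from 1.06 ± 0.162 to 47.3 ± 13.8 in LLC-sh21 (4.51, adjusted p = 3.84e-09). Aspn rose in both pools. Its neighbor on chromosome 13 Ogn, osteoglycin, went from 6.27 ± 3.74 to 14.9 ± 6.17 in LLC-NT (1.17, adjusted p = 0.0334) and from 16.3 ± 10.2 to 19.5 ± 6.19 in LLC-sh21 (0.36, adjusted p = 0.509), and Omd, osteomodulin, which lies beside them, was near 1 FPKM and was not called. Of imprinted genes, H19 went from the floor of the table to 266 FPKM in LLC-NT tumors, while Igf2, its neighbor, reached a mean of 0.879 and 1.74 FPKM in the tumors of the pools and was not tested. Peg10 rose from 24.5 to 67.7 ± 8.70 in LLC-NT and from 55.5 to 85.3 ± 20.3 in LLC-sh21, Igf2r, a receptor that clears IGF2, rose from 29.9 ± 4.06 to 60.0 ± 4.94 and from 37.3 ± 4.03 to 68.9 ± 12.4, and Peg3 fell from 2.24 to 0.599 and from 3.77 to 1.18.

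Arg1, Ptgs2, Lgals9 and Cd276 were picked as single genes after their values were seen, and no group was tested. Arg1, arginase 1, was listed at 0.01 in LLC-NT cultures and held 9.38 ± 2.13 FPKM in LLC-NT tumors and 7.24 ± 2.22 in LLC-sh21 tumors. Ptgs2, which makes prostaglandins, rose from 16.7 ± 1.80 to 42.7 ± 8.19 in LLC-NT (log2 1.29, adjusted p = 3.61e-05) and from 15.0 ± 1.77 to 30.9 ± 7.35 in LLC-sh21 (0.97, adjusted p = 0.000443). Lgals9, a ligand of TIM-3, rose from 15.3 ± 2.81 to 50.3 ± 7.42 (1.66) and from 29.0 ± 1.43 to 56.8 ± 11 (0.93), and Cd276, which encodes B7-H3, from 31.9 to 51.1 (0.66) and from 40.3 to 52.1 (0.37). Macrophages also make Arg1 and Lgals9, and Lyz2 rose alongside.

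The number of genes called between LLC-sh21 and LLC-NT in vivo was 0 by limma (496 at an unadjusted p under 0.05, no more than chance gives). That is lower than the value quoted from the study above, but the 2 counts are not alike. The methods of the study name no test for differential expression of these libraries, and the filter and the adjustment may differ too. The count here was 5 with a pseudocount of 5 FPKM and 7 with no filter. In simulations of this comparison limma recovered 36.4% of genes changed by 1.5 fold and 76.4% of those changed by 2 fold. Those simulations changed 200 genes that varied independently. The recovery need not hold for the real libraries, where 0 genes passed.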
